A study of Mus musculus with 36 samples. Its data were reported in "KDM2B regulates hippocampal morphogenesis by transcriptionally silencing Wnt signaling in neural progenitors" (2023).

How the data were processed

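Chromatin immunoprecipitation sequencing (ChIP-seq) was carried out on the hippocampus at postnatal day 0 and on neurospheres, which are floating cultures of neural progenitors grown from hippocampi of the same age. Control (Ctrl) mice and conditional knockout (cKO) mice, in which the CxxC zinc finger of KDM2B was removed by Emx1-Cre, were compared. The CxxC domain binds unmethylated CpG-rich DNA. The marks were H2AK119ub1 (ubiquitylation of histone H2A, placed by PRC1), H3K27me3 (trimethylation of histone H3, placed by PRC2) and H3K36me2 (dimethylation of histone H3, a substrate of the demethylase activity of KDM2B). Groups and replicate numbers were taken from the sample labels. Each mark, source and genotype had 2 libraries, giving 24 libraries with an island file. The other 12 of the 36 samples were inputs, whose own values were not analysed here.

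The authors trimmed adaptors, aligned reads to the mouse genome build mm10 with Bowtie2, removed duplicates with samtools and called islands with SICER in each library separately, against input DNA as background. SICER joins windows with more reads than expected into broad islands. A window of 200 bp, a gap of 600 bp and a false discovery rate (FDR) of 0.01 were used. The SICER version is not stated. Each deposited file lists islands by position with the count of reads in each island, and these counts had not been normalised by the authors. Positions outside islands carry no count, so a region without an island has an unknown count rather than a count of 0. Because islands were called per library, the sum of counts in islands moves with the length that was called, and it is not the sequencing depth. Total reads per library were not used here because the files do not hold them.

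The 24 files were all distinct. Island starts and ends fell on a grid of 200 bp in every file. All coordinates are given from 1 in mm10. There were 9 islands on the mitochondrial chromosome, in 5 libraries, and these were left out; they held at most 0.0232% of the counts of a library. Covered length was the number of bases inside islands. Similarity of island sets was the Jaccard index, the covered bases shared by a pair of libraries divided by the bases covered in either. Islands of the 4 libraries of one mark and source were merged into regions where they overlapped or touched. A region was lost when it had an island in both Ctrl libraries and in neither cKO library, and gained in the opposite case; an overlap of at least 1 bp counted as called.

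Promoters were the 2 kb on each side of the annotated start (TSS) of 21938 protein-coding genes of GENCODE vM21. A promoter was CpG-rich when the 1 kb around the TSS had over 50% GC and an observed to expected CpG ratio over 0.6, which held for 9732 promoters outside chromosome Y. Enrichment was the covered share of CpG-rich promoter bases divided by the covered share of the assembled genome.

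Counts were summed per merged region over the islands called in each library, so a fold change of a region combines a change in called length with a change in counts per kb. Regions called in all 4 libraries were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) after TMM normalisation, with Benjamini-Hochberg adjustment and an FDR threshold of 0.05. Differences of the cKO effect between sources were tested as an interaction over 8 libraries. A list of 47 Wnt ligands, receptors, antagonists and effectors was tested with camera (limma 3.58.1), with fry beside it. Values per library were compared by two-sided exact permutation tests. With 2 libraries against 2, such a test cannot give a p below 0.333, and a test stratified over both sources (36 splits) cannot go below 0.0556. SICER counts carry no molecular identifiers, so precision from counting alone understates the error, and the spread between the 2 libraries was used instead. Intervals were handled in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.

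Code for intervals was tested on simulated islands in 4 libraries, where 200 of 200 planted lost regions and 120 of 120 planted gained regions were found. Code for counts was tested on simulated data with 200 regions changed by a fold of 4. At a low dispersion of 0.01 all 200 were recovered in each of the 6 comparisons. The dispersion was then set to the common value fitted to the real libraries, the same for all regions of a comparison. The share recovered was 35.5%, 67.0% and 40.5% for hippocampus H2AK119ub1, H3K27me3 and H3K36me2, and 9.5%, 50.0% and 7.0% for the same marks in neurospheres. The interaction test recovered 0 of 200 for H2AK119ub1, 32.0% for H3K27me3 and 5.0% for H3K36me2.

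The comparisons, their tests, the alternatives listed here and the rule for named genes were fixed before the data were examined. The stratified test of enrichment, the ratio of CpG-rich to CpG-poor promoter coverage, the chromosome X ratios, the limit of 500 counts per kb for dense islands and the counts of regions on autosomes alone were added after that. So was the limit of 2 pooled SD, with both cKO libraries on one side of both Ctrl libraries, beyond which a difference counted against a technical explanation, and the way in which the parts of the H3K27me3 count difference carried by dense islands and by sex chromosomes were judged. Coverage of the Wnt list divided by that of CpG-rich promoters was not among the planned comparisons. Neither was the share of H3K36me2 inside H2AK119ub1 islands. The named genes were the promoters of Wnt7b, Wnt3, Wnt6, Wnt10a, Sfrp2, Lef1, Pax6, Eomes and Neurod1, then for each mark and source up to 2 regions in each direction with the largest change among those past the FDR threshold in which both cKO libraries lay on the same side of both Ctrl libraries, and the Hox clusters and Kdm2b as a check of the libraries. Alternatives were islands of at least 2 kb, covered length on autosomes alone, islands covering at least 50% of a region, islands reduced to equal covered length, promoters of 1 kb on each side, a stricter CpG limit (GC over 55% and a CpG ratio over 0.75), DESeq2 1.42.0 size factors, no scaling, the DESeq2 Wald test, regions called in at least 2 libraries, regions with a mean of at least 50 counts, the replicate number as a block, and leaving out each library.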

Results

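H2AK119ub1, H3K27me3 and H3K36me2 were profiled by ChIP-seq in 24 libraries, with 2 Ctrl and 2 cKO libraries for each mark in hippocampus and in neurospheres. The question was whether loss of the KDM2B CxxC domain changed these marks, above all at CpG-rich promoters and at genes of the Wnt pathway.

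The targeted gene was looked at first. The Kdm2b promoter (chromosome 5, 122987823 to 122991822, minus strand) had no H3K27me3 island in any of the 8 libraries of that mark. H2AK119ub1 covered 100% of it in neurosphere Ctrl replicate 1 and 24.45% in neurosphere cKO replicate 2, and 0% in the other 6 libraries of the mark. H3K36me2 covered 25.55% in hippocampus cKO replicate 2 and 19.45% in neurosphere Ctrl replicate 1, and 0% in the other 6. Islands of histone marks do not show the deleted exons, so the genotype labels could not be checked this way. The 4 Hox clusters, known Polycomb domains, were covered over 41.5% to 100% of their length by H2AK119ub1 and over 94.1% to 100% by H3K27me3 in every library. H3K36me2 covered at most 0.23% of any Hox cluster.

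Depth inside islands differed widely between libraries of a group. In hippocampus, the counts inside H2AK119ub1 islands ranged from 987329 to 6799122, a 6.89-fold range, and those inside H3K27me3 islands from 1681001 to 5525016. Hippocampus H3K36me2 was more even, at 3109819 to 4504325 counts. In neurospheres the ranges were 5025115 to 17734396 for H2AK119ub1, 13195590 to 17025504 for H3K27me3 and 10587042 to 22021439 for H3K36me2.

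The length covered by islands was compared between genotypes. Hippocampus H2AK119ub1 islands covered 45.7 and 157 Mb in the Ctrl libraries and 37.3 and 247 Mb in the cKO libraries. The log2 ratio of the mean covered length was 0.49, and the exact permutation test gave p = 1 (two-sided, n = 2 and 2). This value was decided by single libraries, since it ran from -1.44 to 1.64 when one library was left out. Keeping only islands of at least 2 kb gave 0.47. Hippocampus H3K27me3 covered 102 ± 66.4 Mb (SD, n = 2) in Ctrl and 141 ± 26.7 Mb (SD, n = 2) in cKO, and the exact permutation p was 0.667. It ran from -0.077 to 1.36 on the log2 scale without one library. Hippocampus H3K36me2 covered 138 ± 32.8 Mb (SD, n = 2) and 156 ± 0.411 Mb (SD, n = 2), with an exact permutation p of 1.

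In neurospheres, H2AK119ub1 covered 227 ± 142 Mb (SD, n = 2) in Ctrl and 244 ± 98.7 Mb (SD, n = 2) in cKO. H3K36me2 covered 401 ± 43.3 Mb (SD, n = 2) and 423 ± 105 Mb (SD, n = 2). Both differences were smaller than the spread between replicates, and both exact permutation tests gave p = 1. H3K27me3 covered 275 ± 10.5 Mb (SD, n = 2) in Ctrl and 313 ± 11.1 Mb (SD, n = 2) in cKO, so both cKO libraries lay above both Ctrl libraries; the exact permutation p was 0.333, the smallest that 2 against 2 libraries allow. Of the alternatives other than leaving out a library, islands of at least 2 kb moved this ratio most, from 0.19 to 0.31. In the same libraries the number of islands fell from a mean of 60757 to 44814.5 and the counts per kb of island from 56.3 to 42.6. Over both sources, 28 of the 36 splits gave a difference of covered length as large for H2AK119ub1, 12 for H3K27me3 and 18 for H3K36me2 (stratified exact permutation p = 0.778, 0.333 and 0.500).

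**Figure D1:**
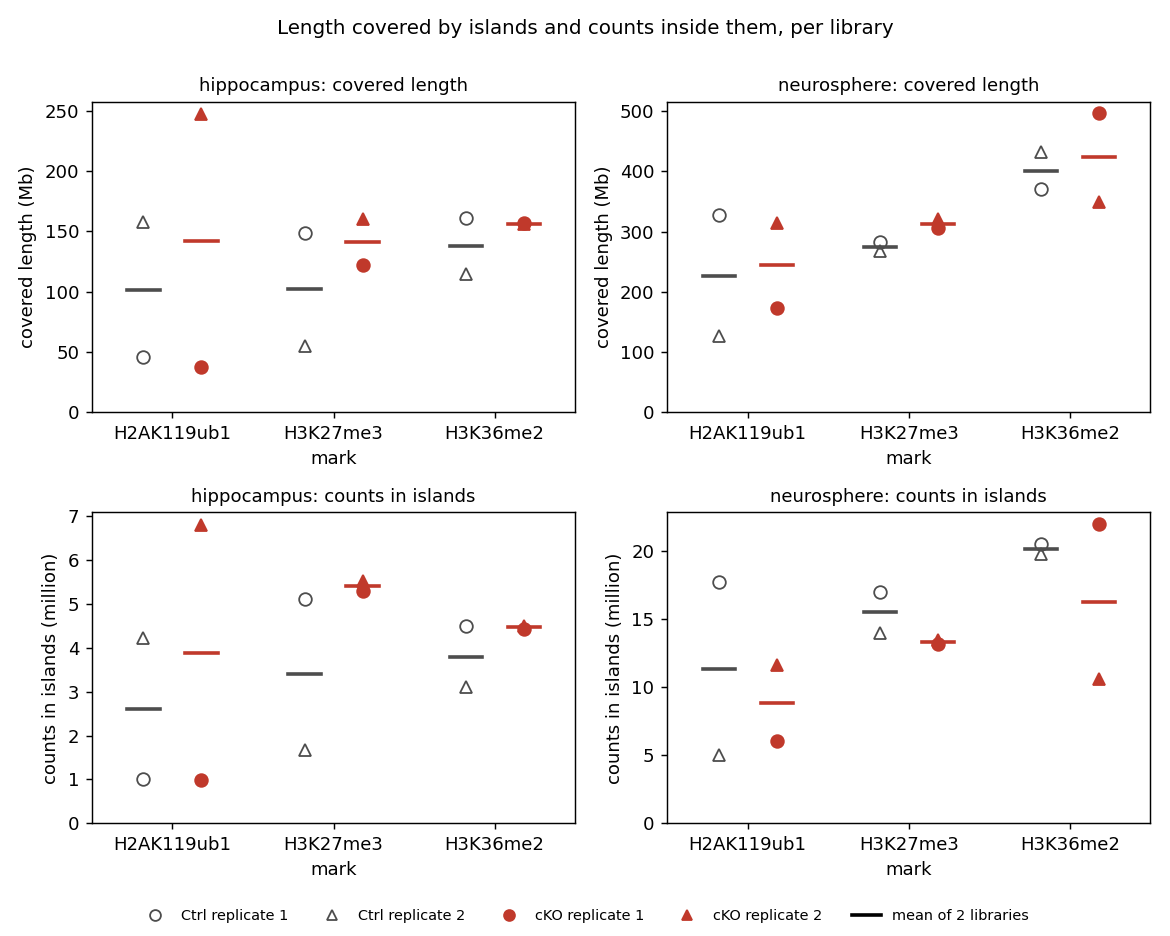
Length covered by islands (Mb, upper panels) and counts inside islands (M, lower panels, for mega) for each library; circles are replicate 1, triangles replicate 2, open symbols Ctrl, filled symbols cKO, and bars the mean of 2 libraries. The hippocampus H2AK119ub1 libraries of one genotype lie farther apart (37.3 and 247 Mb in cKO) than the means of the genotypes.

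Island sets of the same genotype were less alike than sets of different genotypes in 3 of the 6 comparisons. The mean Jaccard index of replicate pairs minus that of Ctrl-cKO pairs was -0.051, 0.014 and 0.0030 for hippocampus H2AK119ub1, H3K27me3 and H3K36me2. It was -0.042, 0.038 and -0.011 for the same marks in neurospheres. For hippocampus H2AK119ub1, the Ctrl pair had an index of 0.124 and the cKO pair 0.0760, while Ctrl-cKO pairs reached 0.344. Pairs of 4 libraries are not independent, so no p was computed.

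Regions specific to one genotype were then counted, beside the other ways to part the 4 libraries into pairs. In hippocampus, 391 H2AK119ub1 regions were lost and 1642 gained, together 2033, while pairing the libraries by number gave 8608 and pairing them crosswise 2036. Of the alternatives other than leaving out a library, equal covered length moved the gained regions most, to 416, and without cKO replicate 1 they numbered 27012. For hippocampus H3K27me3, 306 regions were lost and 3219 gained; the total of 3525 was larger than those of the other pairings, 1513 and 2717. With islands reduced to equal covered length 318 regions were gained, fewer than the 365 lost. For hippocampus H3K36me2, 3889 were lost and 2663 gained, and the totals of the 3 pairings were alike at 6552, 6573 and 6203. In neurospheres, 2161 H2AK119ub1 regions were lost and 2306 gained, with totals of 4467 by genotype, 2969 by number and 4877 crosswise. For H3K27me3, 3533 were lost and 2085 gained, with totals of 5618, 2829 and 5921. For H3K36me2, 4632 were lost and 3568 gained, with totals of 8200, 14200 and 8440. Thus the genotype gave the largest total in hippocampus H3K27me3 alone, and with 3 pairings chance gives this in a share of 0.333 of comparisons. Without one library, lost regions numbered 478 to 10657 and gained regions 3569 to 21018 in hippocampus H3K27me3, so these counts depend on the number of libraries that must agree. Chromosome X held 572 of the lost neurosphere H2AK119ub1 regions (26.5%) and 1071 of the lost neurosphere H3K27me3 regions (30.3%).

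**Figure D2:**
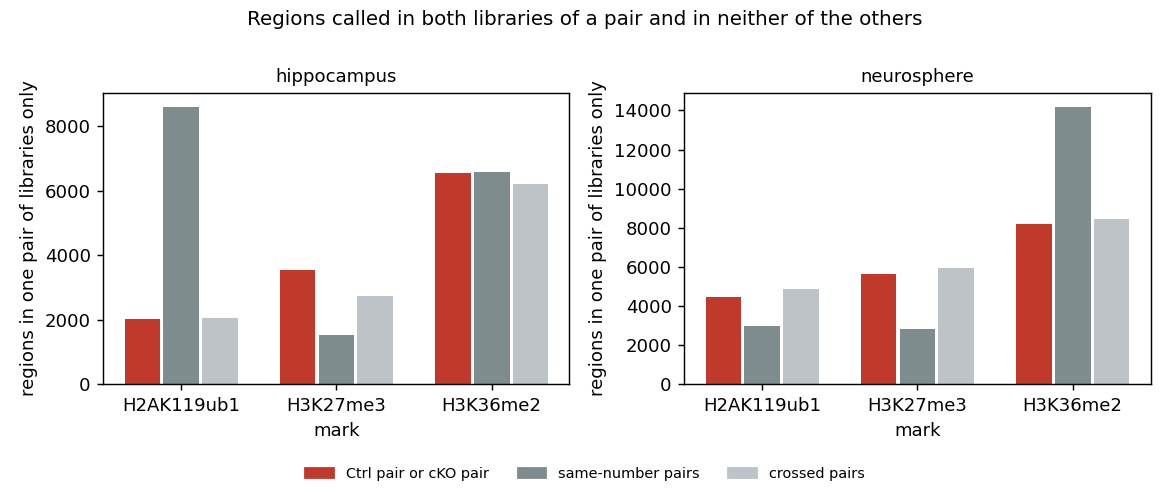
Number of merged regions called in both libraries of a pair and in neither of the other 2, for the Ctrl and cKO pairs (red), the pairs sharing a replicate number (dark grey) and the crossed pairs (light grey). The red bar is the tallest only for hippocampus H3K27me3 (3525 regions).

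Counts were tested in regions that had an island in all 4 libraries. No region passed an FDR of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in any of the 6 comparisons. In hippocampus, an unadjusted p under 0.05 was found for 30 of 2750 H2AK119ub1 regions, 155 of 4387 H3K27me3 regions and 318 of 6447 H3K36me2 regions. In neurospheres it was found for 101 of 6060 H2AK119ub1 regions, 2077 of 11262 H3K27me3 regions and 736 of 34454 H3K36me2 regions. The neurosphere H3K27me3 share, 18.4%, was above the 5% that chance gives, and 1007 of the 2077 regions were lower in cKO. The smallest adjusted p there was 0.175. Of the alternatives, the DESeq2 Wald test moved the number of regions past an FDR of 0.05 most in this comparison, from 0 to 738, of which 249 were lower. Simulated changes by a fold of 4 were recovered in 50% of regions in that comparison and in 7.0% for neurosphere H3K36me2, so most changes of that size would have been missed in the latter. The simulation gave all regions of a comparison the same dispersion, so recovery in the real libraries may differ. As no region passed the threshold, no region was named by size of change.

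The cKO effect was compared between hippocampus and neurospheres in regions called in all 8 libraries of a mark. The interaction passed an FDR of 0.05 in 0 of 1555 H2AK119ub1 regions, 0 of 2373 H3K27me3 regions and 0 of 5204 H3K36me2 regions (edgeR, Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 22, 258 and 205 regions. The same test recovered 0 of 200 simulated changes by a fold of 4 for H2AK119ub1. Differences of that size between the sources would therefore have been missed for that mark.

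Coverage of CpG-rich promoters addressed the binding site of the removed domain. In hippocampus, H2AK119ub1 covered 9.34% ± 8.51 (SD, n = 2) of CpG-rich promoter bases in Ctrl and 9.16% ± 10.5 (SD, n = 2) in cKO. H3K27me3 covered 10.9% ± 1.45 (SD, n = 2) and 12.0% ± 4.51 (SD, n = 2). For both marks the exact permutation p was 1, and without one library the difference ran from -7.58 to 7.21 percentage points for H2AK119ub1 and from -2.04 to 4.35 for H3K27me3. H3K36me2 covered 0.366% ± 0.0568 (SD, n = 2) in Ctrl and 0.605% ± 0.145 (SD, n = 2) in cKO, with both cKO libraries above both Ctrl libraries and an exact permutation p of 0.333. In neurospheres, H2AK119ub1 covered 20.1% ± 13.3 (SD, n = 2) and 15.4% ± 7.46 (SD, n = 2), with an exact permutation p of 0.667. H3K27me3 covered 15.7% ± 0.185 (SD, n = 2) in Ctrl and 12.6% ± 1.14 (SD, n = 2) in cKO, a difference larger than the spread between replicates, at the smallest possible exact permutation p of 0.333. H3K36me2 covered 7.26% and 5.83% in the Ctrl libraries and 19.2% and 2.62% in the cKO libraries, with an exact permutation p of 1, and the difference of the means, 4.34 percentage points, ran from -3.92 to 12.6 when one library was left out. The difference for neurosphere H2AK119ub1, -4.78 percentage points, likewise ran from -14.2 to 4.62.

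Enrichment at CpG-rich promoters relates this coverage to that of the genome. No test had been planned for it, and the stratified tests given here were chosen after its values were seen. H2AK119ub1 was enriched 1.92-fold and 2.59-fold in the hippocampus Ctrl libraries and 1.25-fold and 1.77-fold in the cKO libraries. In neurospheres the enrichment was 2.39-fold and 2.24-fold in Ctrl and 1.53-fold and 1.74-fold in cKO. Both cKO libraries thus lay below both Ctrl libraries in each source, and 2 of the 36 splits gave a difference as large (stratified exact permutation p = 0.0556, the smallest possible). H3K27me3 enrichment was 2.12-fold and 4.75-fold against 1.91-fold and 2.52-fold in hippocampus, where the genotypes overlapped, and 1.48-fold and 1.54-fold against 1.16-fold and 0.974-fold in neurospheres; 4 of the 36 splits gave a difference as large (stratified exact permutation p = 0.111). The hippocampus H3K27me3 log2 ratio, -0.63, was 0.066 without Ctrl replicate 2. H3K36me2 was depleted in hippocampus, at 0.0711 ± 0.00601 (SD, n = 2) of the genome share in Ctrl and 0.102 ± 0.0242 (SD, n = 2) in cKO. Both cKO libraries lay above both Ctrl libraries there (exact permutation p = 0.333, n = 2 and 2). In neurospheres H3K36me2 was at 0.518 and 0.358 of the genome share in Ctrl and 1.02 and 0.199 in cKO, where the genotypes overlapped. Over both sources, 24 of the 36 splits gave a difference as large (stratified exact permutation p = 0.667). At equal covered length the hippocampus H3K27me3 log2 ratio went from -0.63 to -0.026, which is within its wide spread between replicates, and the neurosphere H3K27me3 ratio from -0.50 to -0.36. Promoters of 1 kb on each side moved the neurosphere H2AK119ub1 log2 ratio from -0.50 to -0.69.

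**Figure D3:**
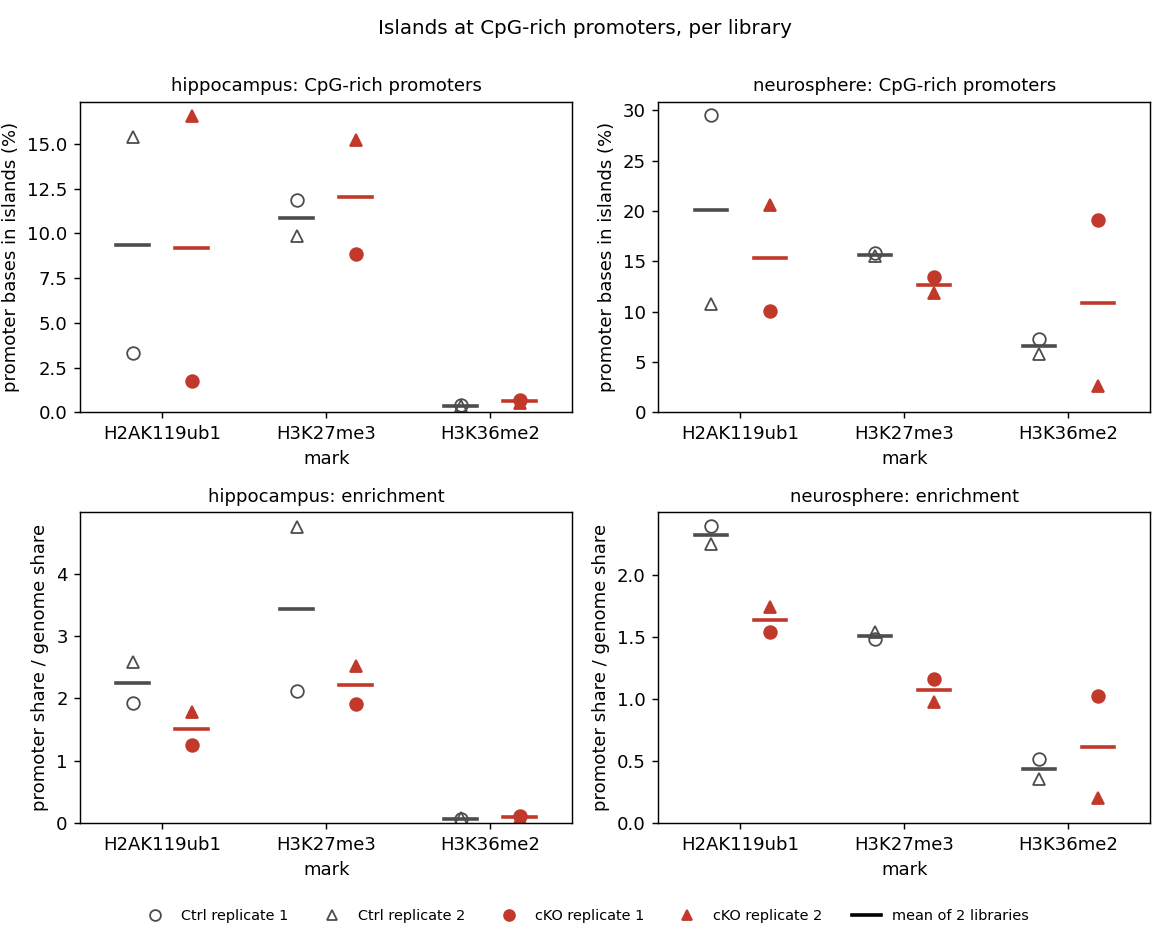
Share of CpG-rich promoter bases inside islands (%, upper panels) and that share divided by the covered share of the genome (lower panels) for each library, with circles for replicate 1, triangles for replicate 2, open symbols for Ctrl, filled symbols for cKO and bars for the mean of 2 libraries. H2AK119ub1 enrichment is lower in both cKO libraries than in both Ctrl libraries in each source.

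The Wnt list was tested against all other promoter regions called in all 4 libraries. Region counts combine called length and density here too. The mean log2 fold change of the list relative to the others was -0.21 for hippocampus H2AK119ub1 (11 regions), -0.21 for hippocampus H3K27me3 (20 regions), -0.19 for neurosphere H2AK119ub1 (22 regions), -0.20 for neurosphere H3K27me3 (24 regions) and -0.24 for neurosphere H3K36me2 (11 regions). No region of the list was called in all 4 hippocampus H3K36me2 libraries. With Benjamini-Hochberg adjustment over these 5 comparisons, camera gave adjusted p-values of 0.255, 0.178, 0.217, 0.217 and 0.217 on the edgeR fits, and no comparison passed 0.05 with fry either (smallest adjusted p 0.126). Adjusted over the list alone, 4 neurosphere H3K27me3 regions passed an FDR of 0.05 in edgeR (2 with DESeq2 size factors), and 0 regions did in the other 4 comparisons, where 2 or fewer had an unadjusted p under 0.05. Adjusted over all regions, 0 passed in any comparison, while 13 of the 24 neurosphere H3K27me3 regions had an unadjusted p under 0.05 and 19 were lower in cKO. Coverage of the list's promoters was also divided by that of CpG-rich promoters. In neurosphere H3K27me3 the mean ratio was 3.77 in Ctrl and 4.19 in cKO, with both cKO libraries above both Ctrl libraries. In neurosphere H2AK119ub1 it was 2.97 and 3.22, with overlap. It was lower in cKO for every mark in hippocampus, with overlap, and for neurosphere H3K36me2 (3.04 and 1.39), without overlap. The list's own mean coverage moved the other way in neurospheres. For H3K27me3 it was 59.1% in Ctrl and 52.7% in cKO, without overlap (exact permutation p = 0.333, n = 2 and 2). The H3K27me3 ratio rose because coverage of CpG-rich promoters fell by a larger share. For H2AK119ub1 the list's coverage went from 56.4% to 47.6%, and for H3K36me2 from 20.1% to 21.6%, both with overlap.

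Among the 9 named promoters, none had an H3K36me2 island in hippocampus. Lef1 (ENSMUSG00000027985.14, TSS at 131110471 of chromosome 3, plus strand) lay in a neurosphere H3K27me3 region from 131098801 to 131122200, with 2439 and 1871 counts in Ctrl and 565 and 326 counts in cKO. Its log2 fold change was -2.25, with an unadjusted p of 0.00125 and an adjusted p of 0.175 (edgeR). This change combines called length with density, since the island at the Lef1 promoter measured 23.2 and 21.2 kb in Ctrl and 13 and 8.8 kb in cKO, at 105 and 85.2 against 43.5 and 37.0 counts per kb. In neurosphere H2AK119ub1, islands covered 100% of the Lef1 promoter in both Ctrl libraries and 63.25% and 0% in the cKO libraries (exact permutation p = 0.333, n = 2 and 2). In hippocampus, Lef1 promoter coverage by H3K27me3 was 33.25% and 18.25% in Ctrl and 0% and 80% in cKO. H3K27me3 islands covered 100% of the Lef1 promoter in all 4 neurosphere libraries. Wnt7b (ENSMUSG00000022382.15, TSS at 85582473 of chromosome 15, minus strand) had H3K27me3 islands over 68.2% and 100% of its promoter in the neurosphere Ctrl libraries and no island in either cKO library (exact permutation p = 0.333, n = 2 and 2). In hippocampus H3K27me3 its coverage was 18.2% and 40% in Ctrl and 0% and 68.2% in cKO. Lef1 and Wnt7b were the 2 genes with higher mean hippocampus H3K27me3 coverage in cKO, while 5 of the 9 were lower and 2 equal. Islands were called in 18 of 18 Ctrl and 13 of 18 cKO cases, a case being 1 gene in 1 library. For hippocampus H2AK119ub1, 7 genes were lower, 1 higher and 1 equal, with 16 and 11 of 18 called. In both marks every cKO case without an island was in cKO replicate 1, so the fewer calls in cKO rest on 1 library. No gene separated the genotypes in either mark there. The neighbouring Wnt6 and Wnt10a promoters (TSS at 74771892 and 74791516 of chromosome 1) shared one neurosphere H3K27me3 region, from 74743401 to 74816000, with 6598 and 4902 counts in Ctrl and 3344 and 2852 in cKO (log2 fold change -0.87, edgeR adjusted p 0.177). In Ctrl 1 island spanned both promoters, at 52 and 52.2 kb. In cKO the promoters lay in separate islands, of 15.8 and 23.2 kb at Wnt6 and 16.4 and 26.6 kb at Wnt10a. Wnt3 and Wnt6 promoters were covered over 100% by H3K27me3 in all 8 libraries of both sources, where coverage can show no difference. The neurosphere H3K27me3 regions at Wnt3 and Eomes had 3673 and 3029 counts against 2412 and 1768, and 1592 and 1059 against 802 and 422 (log2 fold changes -0.67 and -1.07, edgeR adjusted p 0.257 and 0.253). Those at Neurod1 and Sfrp2 overlapped between the genotypes, at 1605 and 1261 against 721 and 1281, and 406 and 221 against 224 and 138 (edgeR adjusted p 0.382 and 0.407). The island at the Neurod1 promoter measured 7 and 7.6 kb in Ctrl and 7 and 27.4 kb in cKO. Its density was 164 and 123 counts per kb in Ctrl and 66 and 46.8 in cKO, without overlap. Mean density over all islands was also lower in cKO, at 56.3 and 42.6 counts per kb. The Wnt3 region was not lower in hippocampus H3K27me3 (log2 fold change 0.00049) or neurosphere H2AK119ub1 (0.48). In neurosphere H2AK119ub1, the Wnt6 promoter was covered over 100% in both Ctrl libraries and over 72.3% and 87.7% in the cKO libraries (exact permutation p = 0.333, n = 2 and 2). Promoter coverage separated the genotypes for Lef1 and Wnt6 in neurosphere H2AK119ub1 and Wnt7b in neurosphere H3K27me3 alone. Elsewhere it overlapped or was tied for the 9 genes. Chance separates 2 against 2 libraries in a share of 0.333 of cases, but not where coverage is tied. It was the same in all 4 libraries for 6 genes in neurosphere H3K27me3 and 9 in hippocampus H3K36me2, where it can show no difference.

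Marks were compared within libraries of the same source, genotype and number. In hippocampus the labels give H3K36me2 its own inputs, so a shared number need not mean a shared preparation. In hippocampus 26.7% ± 6.90 (SD, n = 4) of the H2AK119ub1 length lay inside H3K27me3 islands, 6.19-fold the share expected from the genome, and in neurospheres 45.9% ± 11.04 (SD, n = 4), 4.19-fold. Of the H3K36me2 length, 2.03% ± 1.22 (SD, n = 4) lay inside H3K27me3 islands in hippocampus, 0.413-fold the genome share. This share was 0.308-fold and 0.227-fold in the Ctrl libraries and 0.578-fold and 0.541-fold in the cKO libraries, an order that was not tested and that chance gives in either direction in a share of 0.333 of cases. In neurospheres it was 0.868-fold on average, but ranged from 0.166-fold to 1.56-fold, the highest value being that of cKO replicate 1. Inside H2AK119ub1 islands lay 7.79% ± 6.78 (SD, n = 4) of the H3K36me2 length in hippocampus, 1.71-fold the genome share, and 20.01% ± 12.9 (SD, n = 4) in neurospheres, 2.25-fold.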

Values the study reported

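The study aimed at about 30 M reads for each ChIP-seq library, and called peaks with SICER at a false discovery rate of 0.01.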

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

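All tests in this part, the values without one library and the limit of 2 pooled SD were chosen only after the result was seen. H3K27me3 counts inside islands moved in opposite directions in the sources. In hippocampus both cKO libraries lay above both Ctrl libraries, with a log2 ratio of mean counts of 0.67, and in neurospheres both lay below, with a log2 ratio of -0.22. Each ratio rests largely on 1 Ctrl library: without Ctrl replicate 2 it was 0.079 in hippocampus, and without Ctrl replicate 1 it was -0.070 in neurospheres. The difference between the sources was not tested as such, and each of these 2 against 2 orders has an exact permutation p of 0.333. Mean covered length was 102 Mb in Ctrl and 141 Mb in cKO in hippocampus, at 32.5 and 38.9 counts per kb, and 275 and 313 Mb in neurospheres, at 56.3 and 42.6 counts per kb.

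Covered length is argued against in neurospheres, where it differed by 38.1 Mb in the direction opposite to the counts, with the pooled SD at 10.8 Mb. In hippocampus it differed by 39.3 Mb in the direction of the counts, with the pooled SD at 50.6 Mb, and stays open. Islands of over 500 counts per kb are argued against as the whole cause in hippocampus, where they carried 0.046 M counts (M for mega) of the difference of 2.01 M counts. So are sex chromosomes, whose part of that difference was -0.379 M counts; in both cases both cKO libraries stayed above both Ctrl libraries without these islands. In neurospheres the difference was -2.17 M counts, of which dense islands carried -0.118 M and sex chromosomes -0.479 M counts. Without either class the genotypes overlapped there, so the order of the neurosphere libraries may rest on them although most of the mean difference did not. Neither can be told apart from a genotype effect in neurospheres, because the genotypes are separated by less than these islands vary between libraries. The total depth of the libraries, which also sets counts in islands, is not in the files and stays open. A biological difference between tissue and culture also stays open, untested.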

How the results depend on the processing

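Of 391 values recomputed for 78 results under alternatives, 291 stayed within the spread between replicates, within 1.5 times the count, or on the same side of the threshold, and 100 moved. None changed the sign of a called value, because no result was called. The autosome-only counts of regions, the alternatives for the CpG-rich to CpG-poor and chromosome X ratios, and the counts in islands without one library were added after seeing the data. The cause of the changes below was not tested unless stated.

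Counts of regions with an FDR under 0.05 were 0 in the 6 comparisons with edgeR under TMM, DESeq2 size factors, a mean of at least 50 counts, and autosomes only (30 to 2152 at an unadjusted p under 0.05). The filter at 50 counts removed regions in neurosphere H3K36me2 alone, and the limit to autosomes removed none in hippocampus H2AK119ub1 and H3K36me2, so in the other 5 comparisons and in these 2, respectively, they tested nothing. Regions called in at least 2 libraries also gave 0 calls (51 to 8266 at an unadjusted p under 0.05), but this setting enters 0 for libraries without an island, whose counts are unknown, and says nothing about stability. The DESeq2 Wald test called 3 hippocampus H3K27me3, 20 hippocampus H3K36me2, 32 neurosphere H2AK119ub1, 738 neurosphere H3K27me3 and 83 neurosphere H3K36me2 regions, and 0 hippocampus H2AK119ub1 regions (58 at an unadjusted p under 0.05). Without scaling, 440 neurosphere H3K27me3 regions were called (187 lower, 253 higher), and 0 in the other 5 comparisons (0 to 1048 at an unadjusted p under 0.05). Without scaling the median log2 fold change was 0.20, 0.69 and 0.41 for H2AK119ub1, H3K27me3 and H3K36me2 in hippocampus and -0.45, 0 and -0.38 in neurospheres. Interactions stayed at 0 under both alternatives (19 to 363 at an unadjusted p under 0.05).

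The replicate numbers share only a number: the labels name no common litter or batch. Deviations of same-numbered libraries correlated across regions at 0.33, 0.27, 0.02, -0.32, -0.12 and 0.31 (H2AK119ub1, H3K27me3 and H3K36me2 in hippocampus, then in neurospheres). With the replicate number as a block, the territory ratio of hippocampus H2AK119ub1 was 0.18 (log2), within the spread, and 9 hippocampus H3K27me3 regions were called (8 lower), and 0 in the other 5 comparisons (77 to 1556 at an unadjusted p under 0.05). Adjusted over the list alone, the replicate block gave 3 Wnt regions in hippocampus H3K27me3, against 0 without it, and 1 in neurosphere H3K27me3, against 4. No camera test passed 0.05 with it.

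With islands reduced to equal covered length, gained regions were 416 for hippocampus H2AK119ub1, 318 for hippocampus H3K27me3, 1336 for neurosphere H2AK119ub1 and 1024 for neurosphere H3K27me3, and 761 neurosphere H2AK119ub1 regions were lost; the neurosphere H3K27me3 enrichment ratio was -0.36 (log2). When islands had to cover 50% of a region, 981 hippocampus H2AK119ub1 and 3497 neurosphere H3K27me3 regions were gained. Promoters of 1 kb on each side gave a coverage difference of 0.0650 percentage points for hippocampus H3K36me2 and an enrichment ratio of -0.69 (log2) for neurosphere H2AK119ub1. Islands of at least 2 kb gave a neurosphere H3K27me3 territory ratio of 0.31 (log2).

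Leaving out one library makes a region easier to call lost or gained by construction. Across the 4 counts that each left out one library, lost regions ranged from 459 to 5573, 478 to 10657 and 6371 to 21047 for hippocampus H2AK119ub1, H3K27me3 and H3K36me2, and from 3121 to 15629, 7500 to 13647 and 8404 to 19713 in neurospheres. Gained regions ranged from 1914 to 27012, 3569 to 21018 and 4634 to 17699 in hippocampus, and from 2916 to 10817, 3450 to 15178 and 6961 to 37117 in neurospheres. Territory ratios (log2) ranged from -1.44 to 1.64, -0.077 to 1.36 and -0.043 to 0.45 in hippocampus, and from -0.42 to 0.95, 0.15 to 0.23 and -0.20 to 0.31 in neurospheres. Ratios of counts in islands (log2) ranged from -1.41 to 1.94, 0.079 to 1.69 and -0.0075 to 0.52 in hippocampus, and from -1.003 to 0.82, -0.35 to -0.070 and -0.93 to 0.12 in neurospheres. Enrichment ratios (log2) ranged from -0.86 to -0.35, -1.10 to 0.066 and 0.26 to 0.75 in hippocampus, and from -0.59 to -0.41, -0.63 to -0.38 and -1.14 to 1.22 in neurospheres. Coverage differences at CpG-rich promoters stayed within the spread in all 24 such values, which is wide with 2 libraries. With 1 library in an arm no region was tested; the share of shared regions lower in cKO then ranged from 44.4% to 54.4% over the 6 comparisons. The Wnt list gave no value for hippocampus H3K36me2, which had no shared region of the list.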

Other observations

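All tests in this part were chosen only after the pattern was seen, and so was the limit of 2 pooled SD by which they were judged; for covered length, GC content and autosomes, the outcome that would count was written down before the test was run. The ratio of CpG-rich to CpG-poor promoters was itself noticed in the data, so what follows is a hypothesis.

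The coverage of CpG-rich promoters divided by that of CpG-poor promoters was lower in both cKO libraries than in both Ctrl libraries for H2AK119ub1 and H3K27me3, in each source. For H2AK119ub1 it was 1.53 and 1.54 in Ctrl and 1.07 and 1.03 in cKO in hippocampus, and 1.06 and 1.35 against 0.752 and 0.808 in neurospheres. For H3K27me3 it was 0.999 and 1.35 against 0.917 and 0.858 in hippocampus, and 0.696 and 0.680 against 0.543 and 0.560 in neurospheres. Without Ctrl replicate 2 the log2 ratio of the means went from -0.40 to -0.17 in hippocampus H3K27me3 and from -0.63 to -0.44 in neurosphere H2AK119ub1. Across the values that each left out one library, it ran from -0.57 to -0.52 and from -0.79 to -0.44 for H2AK119ub1 in hippocampus and neurospheres, and from -0.60 to -0.17 and from -0.34 to -0.30 for H3K27me3. For each mark 2 of the 36 splits of the libraries within sources gave a difference as large, the fewest possible, so chance cannot be told apart from an effect with 2 libraries per group.

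Sex chromosomes are argued against as the whole cause, since on autosomes the difference of the mean ratio was -0.470 and -0.447 for H2AK119ub1 and -0.306 and -0.140 for H3K27me3 (hippocampus, then neurospheres). Covered length is argued against as the whole cause for neurosphere H2AK119ub1 (-0.425 at equal covered length) and for H3K27me3, where the difference went from -0.286 to -0.113 in hippocampus and from -0.136 to -0.109 in neurospheres. Most of the hippocampus H3K27me3 difference was thus removed at equal covered length. It stays open for hippocampus H2AK119ub1, where the difference was -0.558 but the genotypes overlapped. The H3K36me2 ratio did not fall in hippocampus, where it was higher in cKO by 0.0346. The labels give this mark its own inputs there, so its libraries may come from other preparations. A shift of the hippocampus cKO preparations used for H2AK119ub1 and H3K27me3 therefore stays open. In neurospheres the H3K36me2 ratio differed by 0.109, within the spread between replicates, and the question stays open too. GC bias stays open for neurosphere H3K27me3. Among promoters of like GC content (50 to 60%) the mean difference there was -0.0063, with the pooled SD at 0.063. The ratio was 0.234 and 0.196 in Ctrl and 0.149 and 0.269 in cKO. The cKO libraries thus lay on opposite sides of the Ctrl libraries, and a mean difference near 0 cannot decide. This comparison also changed the CpG ratio limits, to 0.75 for CpG-rich promoters (1842) and 0.5 for CpG-poor promoters (3430). The smaller mean difference can therefore not be assigned to GC content alone either. Under the same restriction the difference was -0.102 in hippocampus H3K27me3, beyond the spread, and -0.140 and -0.168 for H2AK119ub1 in hippocampus and neurospheres. The ratios themselves were lower among these promoters, and on the log2 scale the H2AK119ub1 differences were -0.64 and -1.04, against -0.55 and -0.63 over all promoters. GC bias stays open for that mark because the genotypes overlapped in hippocampus and because in neurospheres, where they did not, the difference was under 2 pooled SD on the scale of the ratio. GC bias, covered length, a shift of the preparations and chance were not excluded for every part of the pattern. The pattern is therefore not called biological. That both marks shifted away from CpG-rich promoters once the CxxC domain was lost stays open, as a hypothesis.

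Coverage of chromosome X differed between replicates of one genotype. The ratio of chromosome X to autosome coverage by H3K27me3 was 3.03 and 0.0651 in hippocampus Ctrl and 0.0204 and 0.0345 in cKO. In neurospheres it was 2.24 and 1.74 in Ctrl and 0.0635 and 3.38 in cKO. H2AK119ub1 gave 0.267 and 0.0062 against 0.0046 and 0.0078 in hippocampus, and 0.398 and 1.31 against 0.0042 and 0.242 in neurospheres. A failed immunoprecipitation in one mark is argued against, since the hippocampus library with the highest H3K27me3 ratio also had the highest H2AK119ub1 ratio (0.267), and the neurosphere preparation with the lowest was the same in both marks. The neurosphere preparation with the highest ratio was not the same, being cKO replicate 2 for H3K27me3 and Ctrl replicate 2 for H2AK119ub1. Copy number in the input stays open for H3K27me3. If coverage followed copy number, a second X copy would bring X level with autosomes. The ratio was 3.03, 2.24, 1.74 and 3.38 in 4 libraries, and at most 0.0651 in the others, which argues against simple proportion to copy number. Islands are called above a threshold and against input, however, so coverage need not follow copy number in proportion. For H2AK119ub1 only neurosphere Ctrl replicate 2 had more coverage on X than on autosomes (1.31), so copy number stays open for that mark too. The neurosphere H3K36me2 ratios were at most 0.0509, which is too near 0 to show it. Female cells with an inactive X chromosome in part of the preparations are a possible explanation, as the labels give no sex. Of 6 genes chosen as known to escape X inactivation, the mean H3K27me3 coverage was at percentiles 13.1, 5.85, 6.32 and 4.43 of random sets of chromosome X genes in the 4 libraries with more coverage on X than on autosomes. These are low but not all under 5, so this cannot be told apart from even coverage with so few genes.

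Very dense islands appeared in some libraries only. In neurosphere H3K27me3, islands of over 500 counts per kb held 4.56% of the counts of Ctrl replicate 2 and 3.86% of those of cKO replicate 1, against 0.641% in Ctrl replicate 1 and 0.0094% in cKO replicate 2. One island on chromosome 9, from 2999801 to 3077200, held 381113 counts in Ctrl replicate 2, and one from 3000001 to 3045000 held 301025 counts in cKO replicate 1. No biological explanation was tested.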
